A study of Mus musculus with 38 samples. Its data were reported in "Notch interaction with RUNX factors regulates initiation of the T-lineage program" (2025).

How the data were processed

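Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was performed on Cas9-LP cells, a mouse lymphoid progenitor (LP) line that was derived from fetal liver progenitors lacking the B-lineage factor Ebf1 and that carries a Cas9 transgene. Cells kept on OP9 stromal cells received no Notch ligand and are called LP cells. Cells moved to OP9-DLL4 stroma, which presents the Notch ligand DLL4, are called Phase 1 cells, and a later stage of the same culture is called Phase 2. The antibodies were directed against RUNX1, CTCF, the Mediator subunit Med12, the acetyltransferase p300 and Notch1, whose released intracellular domain is written Notch1-IC. In some cultures guide RNAs against Ctcf, Cbfb (the binding partner of RUNX proteins) or Med12 were introduced as a pool for each gene (sgCTCF, sgCbfb, sgMed12), with a control (sgCont) beside them.

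Per the labels, the 38 samples fell into 19 groups of 2 replicates. The 34 ChIP samples of 17 groups were represented by 17 peak lists, 1 for each group. The other 4 samples were inputs in 2 groups and had no peak list of their own. The authors aligned the reads to mm10 with Bowtie, called peaks with HOMER in its factor mode against a control, and kept peaks that were reproducible between both replicates by the irreproducible discovery rate. The deposited lists therefore combined the replicates, and no value per replicate was used here. Each peak came with a position, a peak score, an annotation and a distance to the nearest transcription start. The score is the authors' own normalized peak score, and the scale of the deposited score was not stated in the file headers. Scores were used only to describe, rank or filter peaks within 1 list, never to compare signal between lists. No peak in any list had a score under 15. Peaks within a list had a single width, from 207 bp in the LP Notch1-IC list to 427 bp in the Phase 1 CTCF list, except in the Phase 2 Notch1-IC list, where widths ran from 123 to 173 bp.

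The number of reads behind each sample was not used here, so lists were not compared by depth, and a shorter list can reflect lower depth or enrichment as well as fewer bound sites. The study describes the ChIP-seq of cells lacking Cbfb, Ctcf or Med12 as made from few cells and as noisier than usual. Each list was made from 2 replicates that can no longer be told apart. Peaks were the units counted, and they are not replicates of a culture. The tests and intervals below describe the lists and cover counting error only. They carry no error between cultures.

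Peaks were compared with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Peaks of different lists were called overlapping when they shared at least 1 bp. Peaks that HOMER annotated as promoter were left out of the RUNX1 lists wherever RUNX1 sites were counted. The study also left out promoter-associated sites, but how it defined them was not stated, and the site counts here differ slightly from those it gave. Of the 80369 peaks with that annotation, 78590 had a centre from 1 kb before to 100 bp after the nearest start. A RUNX1 site was called LP-specific or Phase 1-specific when no RUNX1 peak of the other stage overlapped it, promoter peaks of the other stage included, and shared otherwise. Shared sites were counted in the LP list. The same rule, with promoter peaks kept, was applied to CTCF, Med12 and p300. Shares are given with 95% Wilson intervals, and pairs of shares were compared with two-sided Fisher's exact tests and sample odds ratios. The family held 10 planned Fisher tests, and Benjamini-Hochberg adjustment was applied over these 10. Where the p-value was too small for the software to represent, it was returned as 0. Mantel-Haenszel odds ratios over 5 equal classes of score (ranked within a list) were used where a comparison was to be matched on score.

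Consensus strings were searched for on either strand in the 200 bp around each peak centre of the GRCm38 genome with pysam 0.24.0 and samtools 1.23.1, and in windows of the same size 2 kb to each side as background. The strings were CCASYAGRKGGC for CTCF, TGYGGTT for RUNX, GAGGAAGT for PU.1, GTGGGAA for RBPJ (the DNA-binding partner of Notch1-IC) and TGASTCA for AP-1. No peak ran past the end of a chromosome of that genome, and 122 of 359759 peaks lay on sequences other than the 21 named chromosomes, where no string was searched. Gene positions and the annotation of named peaks came from GENCODE M21 for the same build. Coordinates are mm10, 1-based.

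Single loci were chosen by a rule. Windows from 50 kb before to 50 kb after the gene were read for Notch3, Tcf7, Lck, Thy1, Zap70 and Il2ra, and to 300 kb after the gene for Hes1 and Gata3. Single peaks were otherwise named only if they were among the 3 highest-scored of the LP-specific, shared or Phase 1-specific RUNX1 sites, of the Phase 1 Notch1-IC list, or of the sgCont RUNX1 peaks missing from the sgCTCF list. The comparisons, tests, alternatives and the rule for naming loci were chosen before the data were examined, except where the closing section says otherwise. The alternatives were a minimum score of 30, a reciprocal overlap of 50%, peak centres within 500 bp, RUNX1 promoter peaks kept or defined by 2.5 kb, a stricter rule for stage-specific sites, equal numbers of top-scored peaks in both stages, Med12 promoter peaks left out, a 100-bp window, 1 mismatch in the CTCF string and matching on the score classes. Peaks resized to 200 bp around their centres, Med12 sites matched on promoter class, strings at LP-specific sites with and without CTCF, and shares and gained sites seen from the sgCTCF, sgCbfb and sgMed12 lists were added after the data had been seen.

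The overlap and string code was tested on simulated data with known answers, using bedtools 2.31.1 for the overlaps, and gave 0 wrong overlaps among 4000 simulated peaks per list and 0 wrong answers among 3000 simulated windows per string. In 200 simulated tables of 8000 sites with a true odds ratio of 3 and score as a confounder, the median odds ratio was 5.42 from a single table and 2.98 after matching on 5 score classes. The confounder was simulated as the 5 classes themselves. The simulation therefore checks the calculation and does not show how much confounding stays within a class of a continuous score. With no difference simulated, 6% of the Fisher p-values and 7% of the Mantel-Haenszel p-values fell under 0.05. Figures were drawn with matplotlib 3.10.9.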

Results

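The data consisted of 17 lists of reproducible ChIP-seq peaks from Cas9-LP cells, each built from 2 replicates. RUNX1, CTCF, Med12 and p300 were profiled before Notch stimulation (LP) and early after it (Phase 1), and Notch1-IC was also profiled at the later stage (Phase 2). The lists held 31995 RUNX1 peaks in LP and 38399 in Phase 1, 45388 and 44793 CTCF peaks, 30020 and 39132 Med12 peaks, and 36182 and 49116 p300 peaks. Lists from cells with guide RNAs were shorter. The RUNX1 lists held 975 peaks for sgCont and 874 for sgCTCF in LP, and 1550 for sgCont and 2094 for sgMed12 in Phase 1. The Med12 lists held 19053 peaks for sgCont and 18099 for sgCbfb in Phase 1. Because replicates were combined in each list, differences between lists could not be set against the spread between replicates.

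To ask how RUNX1 occupancy moved when Notch signaling began, RUNX1 peaks outside promoters were compared between the stages. There were 22883 such sites in LP and 29155 in Phase 1. Of the LP sites, 4863 (21.3%, 95% Wilson interval 20.7% to 21.8%) were LP-specific, and 18020 were shared. Of the Phase 1 sites, 11095 (38.1%, interval 37.5% to 38.6%) were Phase 1-specific. When the same number of top-scored RUNX1 peaks was taken from both stages (before promoter peaks were removed), there were 6667 Phase 1-specific and 6487 LP-specific sites. With lists of equal length these 2 numbers are nearly bound to be alike, so they do not show what the larger number in Phase 1 rests on. The stage-specific sites were the weaker ones of each list. The median score was 22.3 for LP-specific and 43.5 for shared sites in LP, and 23.1 for Phase 1-specific and 50.7 for shared sites in Phase 1.

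CTCF occupancy was compared in the same way to see whether it shifted together with RUNX1. Of 49126 CTCF sites in both stages, 83.6% (interval 83.2% to 83.9%) were shared, compared with 53.0% (52.5% to 53.6%) of 33978 RUNX1 sites. The odds ratio was 4.51, with a Fisher p-value that was returned as 0. It was lowest, at 3.28, when RUNX1 promoter peaks were kept. The shared portion was 53.7% for Med12 and 50.7% for p300. Med12 had 5849 LP-specific and 14961 Phase 1-specific sites, and p300 had 7491 and 20425.

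**Figure D1:**
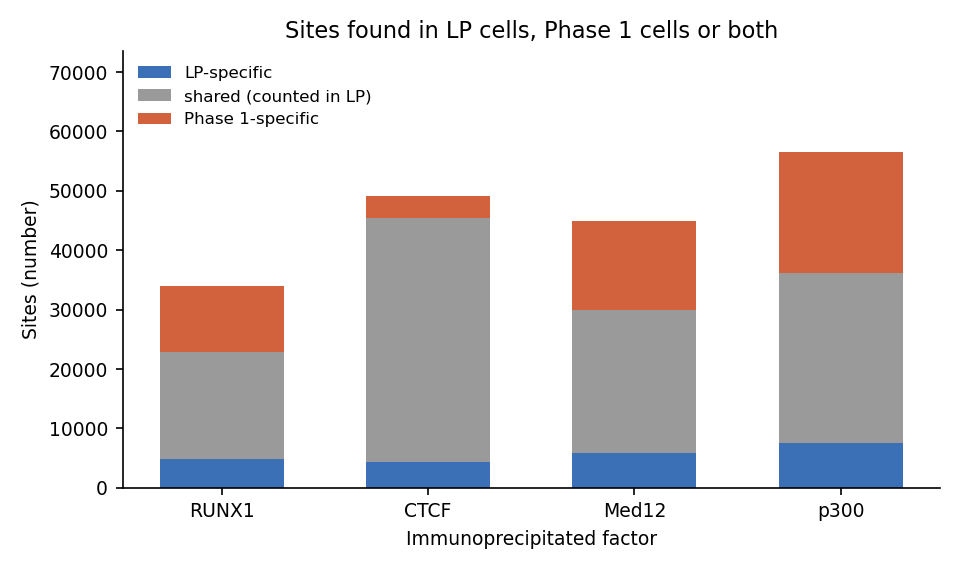
Stacked bars give the number of sites (y axis) of each immunoprecipitated factor (x axis) that were LP-specific, shared (counted in the LP list) or Phase 1-specific, with RUNX1 promoter peaks left out. Shared sites make up 83.6% of the CTCF bar and from 50.7% to 53.7% of the other bars.

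The next comparison addressed where stage-specific RUNX1 sites met CTCF. An LP CTCF peak overlapped 1807 of the 4863 LP-specific RUNX1 sites (37.2%, interval 35.8% to 38.5%). A Phase 1 CTCF peak overlapped 716 of the 11095 Phase 1-specific sites (6.45%, interval 6.01% to 6.93%). This gave an odds ratio of 8.57, with a Fisher p-value returned as 0. Shared sites lay between these values, at 16.2% in the LP lists. The lowest odds ratio among the alternatives was 4.88 (Fisher p = 1.65e-111), at a minimum score of 30. There, sites whose peak in the other stage scored lower than this also counted as stage-specific. Of the 1807 LP CTCF peaks at LP-specific RUNX1 sites, 1718 (95.1%, interval 94.0% to 96.0%) overlapped a Phase 1 CTCF peak.

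The sequence under the sites differed in the same direction. The CTCF string was found at 418 LP-specific sites (8.60%, interval 7.84% to 9.42%) and at 39 Phase 1-specific sites (0.352%, interval 0.257% to 0.480%), with an odds ratio of 26.7 (Fisher p = 4.59e-171, adjusted 9.18e-171). In the flanking windows the string was found at 0.185% and 0.167%. The RUNX string was found at 14.7% of LP-specific sites (interval 13.7% to 15.7%) and 31.0% of Phase 1-specific sites (30.2% to 31.9%), with an odds ratio of 0.382 (Fisher p = 6e-112, adjusted 1e-111) and flanks of 5.84% and 5.60%. Shared sites carried the RUNX string as often as Phase 1-specific sites, at 31.0% in the LP list. Allowing 1 mismatch in the CTCF string raised the shares to 24.2% and 3.02% and lowered the odds ratio to 10.3. Within the LP-specific class, sites with an LP CTCF peak had the CTCF string at 23.0% and the RUNX string at 9.24%, and sites without one had them at 0.0982% and 17.9%. Sites with CTCF thus carried the RUNX string less often. Their share (interval 7.99% to 10.67%) was above their flanks (5.92%) but below that of all LP CTCF peaks (12.4%, interval 12.1% to 12.7%). The AP-1 string was more frequent at Phase 1-specific sites (15.04%) than at LP-specific sites (5.39%). The PU.1 string was found at 8.51% of LP-specific, 12.2% of shared and 7.27% of Phase 1-specific sites. The RBPJ string was found at 7.10% of Phase 1-specific sites (flanks 3.795%) and at 3.13% of LP-specific sites, below their flanks (4.32%).

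**Figure D2:**
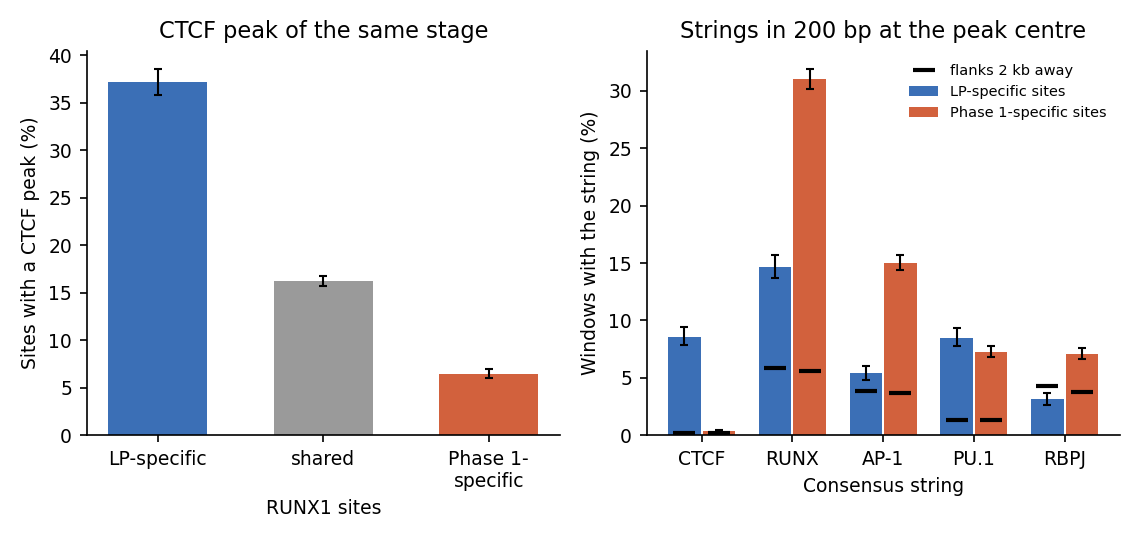
The left panel gives the percentage of LP-specific, shared and Phase 1-specific RUNX1 sites with a CTCF peak of the same stage (LP for shared sites), and the right panel gives the percentage of 200-bp windows with each consensus string at LP-specific and Phase 1-specific RUNX1 sites, with 95% Wilson intervals as error bars and black dashes for the flanks 2 kb away. CTCF peaks fall from 37.2% to 6.45% of sites, while the RUNX string rises from 14.7% to 31.0%.

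Whether the coactivators moved with RUNX1 was examined at RUNX1 sites that held a stage-specific peak of exactly 1 of the stages. Among LP-specific RUNX1 sites with such a Med12 peak, 2410 of 2535 held an LP-specific one (95.1%, interval 94.2% to 95.9%). Among Phase 1-specific RUNX1 sites, 113 of 7738 did (1.46%, interval 1.22% to 1.75%). The resulting odds ratio was 1301. For p300 the values were 2504 of 2594 (96.5%, interval 95.8% to 97.2%) and 166 of 7138 (2.33%, interval 2.001% to 2.70%), with an odds ratio of 1169. Both Fisher p-values were returned as 0. The odds ratios depended on the processing in size and not in direction. Kept promoter peaks gave the lowest values, 1024 for Med12 and 992.3 for p300. Counting all peaks, LP Med12 overlapped 61.2% and LP p300 overlapped 75.7% of LP-specific RUNX1 sites, and Phase 1 Med12 overlapped 75.4% and Phase 1 p300 overlapped 79.7% of Phase 1-specific sites. Peaks of the other stage were less frequent but not absent. Phase 1 Med12 overlapped 14.0% and Phase 1 p300 overlapped 25.9% of LP-specific sites, and LP Med12 overlapped 7.71% and LP p300 overlapped 18.3% of Phase 1-specific sites. The odds ratios above leave out sites whose Med12 or p300 peak was shared by the stages. Phase 1-specific Med12 peaks were present at 7630 Phase 1-specific RUNX1 sites.

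Notch1-IC lists were compared to locate direct Notch binding. The LP list, from cells without Notch ligand, was the longest with 1585 peaks, followed by Phase 2 with 352 and Phase 1 with 152. At a minimum score of 30 the counts were 342, 94 and 23. Phase 1 and Phase 2 together had 418 sites. Of the Phase 1 peaks, 56.6% were also in the Phase 2 list and 36.2% in the LP list. Only 3.47% of the LP peaks were in the Phase 1 list, and 5.43% were in the Phase 2 list. The RBPJ string was present at 36.2% of Phase 1 peaks (interval 29.0% to 44.1%) and 25.6% of Phase 2 peaks (21.3% to 30.4%), against flanks of 4.28% and 3.98%. It was present at 4.42% of LP peaks (3.51% to 5.54%), within counting error of the flanks (4.20%). The RUNX string was present in all 3 lists above the flanks, at 33.2% in LP, 25.7% in Phase 1 and 28.7% in Phase 2. RUNX1 peaks of the same stage overlapped 89.2% of the LP Notch1-IC peaks and 85.5% of the Phase 1 peaks, and Phase 1 RUNX1 peaks overlapped 74.1% of the Phase 2 peaks. Repeats contributed to the Phase 2 list, in which 11 peaks were annotated as satellite or ribosomal RNA and the highest score was 16727.4.

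**Figure D3:**
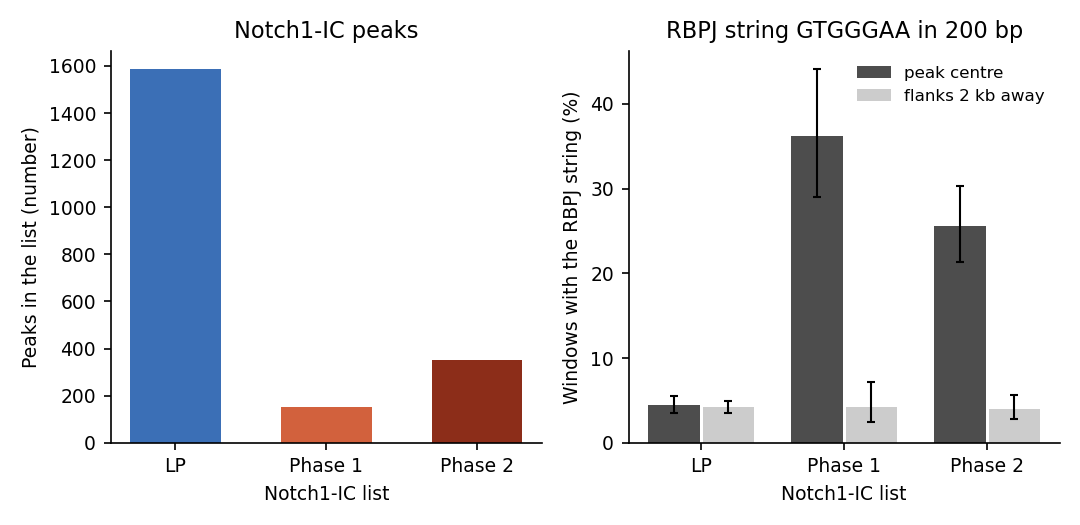
The left panel gives the number of peaks in the LP, Phase 1 and Phase 2 Notch1-IC lists, and the right panel gives the percentage of 200-bp windows with the RBPJ string at peak centres and in flanks 2 kb away, with 95% Wilson intervals as error bars. The LP list is the longest with 1585 peaks and has the string at 4.42% of centres, compared with 36.2% in Phase 1 and 25.6% in Phase 2.

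The Notch1-IC sites of Phase 1 and Phase 2 were then set against the change in RUNX1. Of 278 Phase 1 RUNX1 sites with a Notch1-IC peak, 73 were Phase 1-specific (26.3%, interval 21.4% to 31.7%). Of 28877 sites without one, 11022 were Phase 1-specific (38.2%, interval 37.6% to 38.7%). The corresponding odds ratio was 0.577 (Fisher p = 3.86e-05, adjusted 5.51e-05). The Notch1-IC lists were short, and the sites without one include any bound sites that those lists missed. This direction depended on RUNX1 score. Of the 278 sites with Notch1-IC, 209 were in the highest of 5 equal classes of RUNX1 score, where few sites were stage-specific. Matched on these classes, the odds ratio was 3.16 (Mantel-Haenszel p = 3.5e-13), and at a minimum score of 30 it was 1.09 (Fisher p = 0.76). That minimum was also applied to the Notch1-IC lists. It left 47 sites with Notch1-IC, of which 17 were Phase 1-specific, so it does not isolate the effect of RUNX1 score. Within the highest class, 13.4% of sites with Notch1-IC (interval 9.43% to 18.7%) and 5.83% of those without (5.25% to 6.48%) were Phase 1-specific. In the class below it the values were 57.1% of 35 sites and 18.98% of 5796. The 3 lower classes had 16 or fewer sites with Notch1-IC each. An LP-specific RUNX1 site overlapped a Phase 1 Notch1-IC peak in 1 case, and a Phase 2 Notch1-IC peak also in 1 case.

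**Figure D4:**
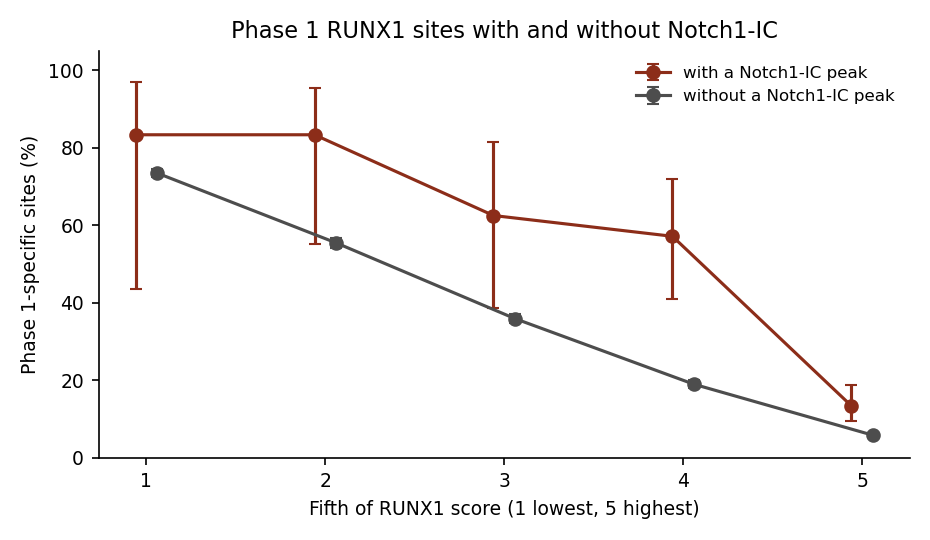
Points give the percentage of Phase 1 RUNX1 sites that were Phase 1-specific (y axis) in each of 5 equal classes of RUNX1 score (x axis), for sites with and without a Notch1-IC peak of Phase 1 or Phase 2, with 95% Wilson intervals as error bars. The share is higher with Notch1-IC in each of the 5 classes, while 209 of the 278 sites with Notch1-IC lie in the highest one.

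Loss of CTCF was used to ask whether RUNX1 sites need it. Outside promoters, 75 of 126 sgCont RUNX1 sites with an LP CTCF peak were also in the sgCTCF list (59.5%, interval 50.8% to 67.7%), compared with 180 of 287 sites without one (62.7%, interval 57.0% to 68.1%). The odds ratio was 0.874 (Fisher p = 0.583, adjusted 0.583), so the kept shares did not differ detectably. Counting gained sites as well gave another picture. With CTCF, 51 sites were lost from the sgCont list and 26 were found in sgCTCF alone, and without CTCF 107 were lost and 130 were found in sgCTCF alone (odds ratio 0.420, Fisher p = 0.00158). Seen from the sgCTCF list, 74.3% of its sites with CTCF (interval 65.0% to 81.8%) and 58.3% of those without (52.8% to 63.7%) were in sgCont. With promoter peaks kept the shares were 52.4% and 61.9%, with an odds ratio of 0.680 (Fisher p = 0.00671). The lists from cells with guide RNAs reached only 7 of the LP-specific RUNX1 sites in sgCont and 5 in sgCTCF, so they hold almost no information on that class.

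Loss of Cbfb was used to ask whether Med12 depends on RUNX proteins. Of 17987 sgCont Med12 sites with a Phase 1 RUNX1 peak, 68.1% (interval 67.4% to 68.7%) were also in the sgCbfb list, compared with 63.3% (60.4% to 66.2%) of 1066 sites without RUNX1. The odds ratio was 1.23 (Fisher p = 0.00151, adjusted 0.00168). The direction turned over outside promoters, where 49.1% of sites with RUNX1 and 60.3% of sites without were found again, with an odds ratio of 0.634 (Fisher p = 1.02e-08). At promoters, 93.5% of sites with RUNX1 and 68.8% of sites without were found again. Matching on score classes also reversed the direction, to 0.787 (Mantel-Haenszel p = 0.000134, n = 19053 sites). Seen from the sgCbfb list, 86.0% of its 14249 peaks with RUNX1 were in the sgCont list, but only 17.3% of its 3850 peaks without RUNX1 were. With RUNX1, 5747 sites were lost and 1999 gained, and without RUNX1 391 were lost and 3185 gained (odds ratio 0.0427, with a Fisher p-value returned as 0).

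Loss of Med12 was used to ask the reverse question. Outside promoters, 951 of 1336 sgCont RUNX1 sites with a Phase 1 Med12 peak were also in the sgMed12 list (71.2%, interval 68.7% to 73.6%), compared with 10 of 26 sites without Med12 (38.5%, interval 22.4% to 57.5%). The odds ratio was 3.95 (Fisher p = 0.000705, adjusted 0.000881), and the smaller class held only 26 sites. Sites without Med12 were also found again less often in the other direction, at 12 of 42 (28.6%) against 949 of 1645 with Med12 (57.7%) from sgMed12 to sgCont. With Med12, 696 sites were gained and 385 lost, and without Med12 30 were gained and 16 lost (odds ratio 0.964, Fisher p = 1), so the kept shares alone do not separate a loss of Med12 from poorer recovery of sites without it. At a minimum score of 30 the shares were 43.0% of 400 sites and 40.0% of only 5 sites, with an odds ratio of 1.13 (Fisher p = 1).

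Peaks around genes that the study named were then read, with promoter peaks included. In the windows of the 8 genes there were 13 LP-specific RUNX1 peaks, of which 11 overlapped an LP CTCF peak. Of 34 Phase 1-specific RUNX1 peaks there, 29 overlapped a Phase 1 Med12 peak. The study presented several of these genes as carrying such peaks in the same data, so these counts are not an independent test. The windows also cover neighbouring genes, and the LP-specific peak counted for Thy1 lay in an intron of Usp2. At Notch3 (chromosome 17, 32120820 to 32166852, minus strand), all 4 LP-specific RUNX1 peaks overlapped LP CTCF peaks, including one in a coding exon at 32143113 to 32143453 (score 53.7). An intronic Notch1-IC peak lay 2.44 kb into the gene in Phase 1 (32164289 to 32164529, score 28.4) and again in Phase 2. The RUNX1 peak there was shared between the stages, and the Med12 peak was present in both the sgCont and sgCbfb lists. At Lck (chromosome 4, 129548344 to 129573641), both LP-specific RUNX1 peaks overlapped LP CTCF. At Zap70 (chromosome 1, 36761798 to 36782818) 2 of 3 did, and at Thy1 (chromosome 9, 44043384 to 44048579) the only one did.

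At Hes1 (chromosome 16, 30064384 to 30067796), 8 Phase 1-specific RUNX1 peaks were found. One lay in an intron 0.848 kb after the start (30065068 to 30065396, score 136.8) and overlapped Notch1-IC peaks of Phase 1 and Phase 2 and Phase 1 Med12 and p300 peaks. The Phase 1 and Phase 2 lists also had a Notch1-IC peak just before the Hes1 start. The LP Notch1-IC list had no peak there, and its 4 peaks in the window were intergenic, between 117.0 and 169.9 kb after the start. A Phase 2 peak overlapped the LP peak 163.2 kb after the start. At Gata3 (chromosome 2, 9857078 to 9890034, minus strand) there were 10 Phase 1-specific RUNX1 peaks, all with Phase 1 Med12, and no LP-specific one. The Phase 2 list had Notch1-IC peaks 295.9 and 88.3 kb after the Gata3 start. At Tcf7 (chromosome 11, 52252371 to 52283014, minus strand), an intergenic Phase 1-specific RUNX1 peak 31.4 kb before the gene had a score of 252.5 (52314200 to 52314528) and overlapped a Phase 2 Notch1-IC peak (52314079 to 52314251). At Il2ra (chromosome 2, 11642807 to 11693193), 7 Phase 1-specific RUNX1 peaks were found. The strongest, intergenic at 11623164 to 11623492 (score 206.9), overlapped Notch1-IC peaks of Phase 1 and Phase 2. A Med12 peak was listed at this Notch1-IC site in sgCont but not in sgCbfb. The same held for Phase 2 sites 295.9 kb after the Gata3 start, 163.2 kb after the Hes1 start and in an Lck intron. Those Notch1-IC peaks scored 17.4, 17.2 and 16.2, near the minimum of 15. Each also overlapped LP RUNX1 and LP Med12 peaks, so these sites were not Phase 1-specific. Both the sgCont and sgCbfb lists had a Med12 peak at the Phase 1 Notch1-IC sites of Hes1 and at the Gata3 site at 88.3 kb (Notch1-IC score 15.2). Neither list had one that overlapped the Phase 2 Notch1-IC peak of Tcf7. The sgCont list, but not the sgCbfb list, had one beside it (52314318 to 52314572, score 96.0). That Med12 peak overlapped the Phase 1-specific RUNX1 peak of Tcf7 named above.

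**Figure D5:**
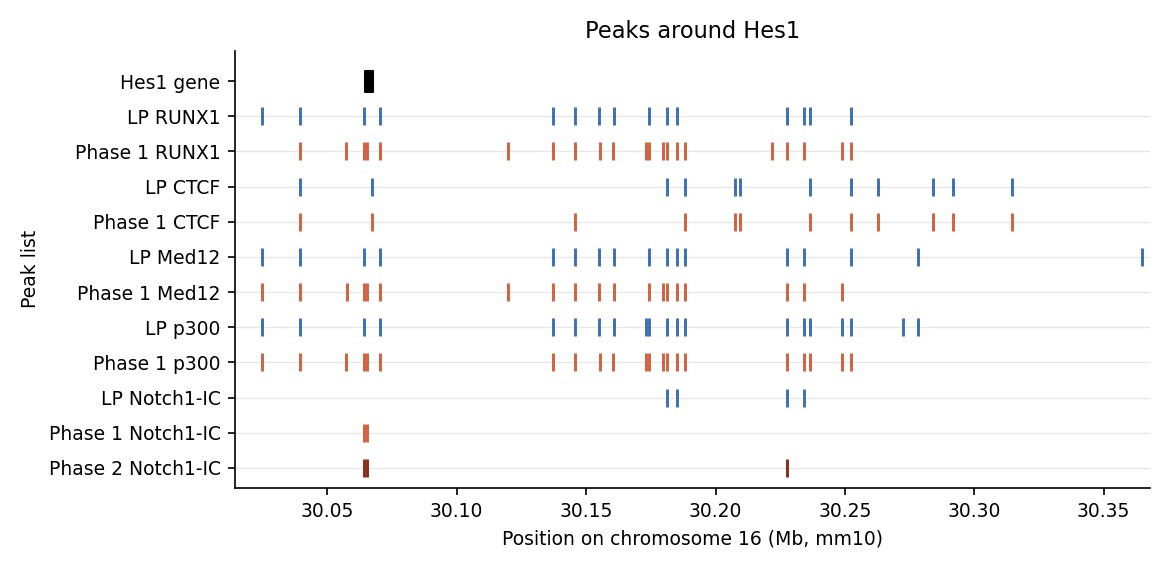
Vertical ticks mark peak centres of each list (y axis) along chromosome 16 (x axis, Mb, mm10) around Hes1, whose extent is the black box. The 2 Notch1-IC peaks of Phase 1 lie at the gene, as do 2 of the 3 peaks of Phase 2, whereas the 4 LP Notch1-IC peaks and the other Phase 2 peak (163.2 kb) lie between 117.0 and 169.9 kb after its start.

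The highest-scored LP-specific RUNX1 sites were in an intron of Crlf2 (chromosome 5, 109557320 to 109557660, score 246.9), in an intron of Ppcdc (chromosome 9, 57421204 to 57421544, score 245.9) and in intergenic sequence 1.05 kb before Foxo3 (chromosome 10, 42277635 to 42277975, score 229.5). The Crlf2 site overlapped peaks of the sgCont and sgMed12 RUNX1 lists of Phase 1, so its absence from the Phase 1 RUNX1 list does not hold across all Phase 1 lists. None of these 3 sites overlapped an LP CTCF peak, and the Ppcdc and Foxo3 sites also had Phase 1 Med12 peaks. The highest-scored Phase 1-specific sites were in an intron of Cage1 (chromosome 13, 38009967 to 38010295, score 431.0), in intergenic sequence near Tspoap1 (chromosome 11, 87751631 to 87751959, score 405.6) and in an intron of Cic (chromosome 7, 25267858 to 25268186, score 343.3). The Cage1 and Cic sites also had LP Med12 peaks. RUNX1 and Med12 thus did not change together at these 2 sites or at the Ppcdc and Foxo3 ones. The highest-scored shared site was intergenic, 26.3 kb from the Dad1 start (chromosome 14, 54227402 to 54227742, score 982.8 in LP), followed in LP by intergenic sites on chromosome 3 at 5860445 to 5860785 (score 766.5) and at 88510026 to 88510366, 6.86 kb before Lmna (score 754.0). In the Phase 1 list the Dad1 site was again the highest. The Lmna site came next, followed by an intergenic site 10.1 kb before Slc38a2 (chromosome 15, 96709642 to 96709970, score 761.8). The 3 highest-scored Phase 1 Notch1-IC peaks were on the sex chromosomes. On chromosome X they lay in introns of Mid1 (169998100 to 169998340, score 100.2, and 169991221 to 169991461, score 83.8), and on chromosome Y the peak was intergenic (90772436 to 90772676, score 100.2). The X and Y peaks of equal score had the same genomic sequence, with 0 of 241 bases differing. All 3 were also in the LP and Phase 2 Notch1-IC lists. The highest-scored sgCont RUNX1 peaks outside promoters that were missing from sgCTCF were intergenic, near Atp13a2 (chromosome 4, 140983480 to 140983784, score 60.8), Nanos3 (chromosome 8, 84198427 to 84198731, score 44.6) and Aff3 (chromosome 1, 38694155 to 38694459, score 43.1). None of these 3 overlapped an LP CTCF peak.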

Values the study reported

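The study reported 22,382 RUNX1 peaks outside promoters in LP cells and 28,564 in Phase 1 cells, of which 4,832 were LP-specific and 11,014 Phase 1-specific. The shared class was given as 17,550 peaks. About 30% of the LP-specific RUNX1 peaks were stated to overlap CTCF, and 1,674 such peaks were counted. For Med12 the study gave 5,849 LP-specific, 14,961 Phase 1-specific and 24,171 shared peaks, and about 7,500 Phase 1-specific RUNX1 peaks that carried Phase 1-specific Med12. It counted 298 Notch1-IC peaks in Phase 1, 709 in Phase 2 and 845 in both together, and 160 Notch1-IC peaks at Phase 1-specific RUNX1 peaks.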

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

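The tests of list length or depth, of score normalization, of RUNX loss as the cause of the gain and of a wrong stage were chosen only after the result was seen, as were the Fisher test at Phase 1-specific Med12 sites without RUNX1 and the use of their shares in judging an LP-like pattern.

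The planned test of Med12 between sgCont and sgCbfb followed the sgCont peaks. The peaks found in sgCbfb alone were counted above by RUNX1 and not by stage. Those peaks stood out by where they lay, compared with the control list. Of 5184 sgCbfb Med12 peaks missing from sgCont, 1106 lay at LP-specific Med12 sites (21.3%, 95% Wilson interval 20.2% to 22.5%). Of 6138 sgCont peaks missing from sgCbfb, 142 did (2.31%, interval 1.97% to 2.72%). Seen from the sites, LP-specific Med12 sites were found at 27.4% in sgCbfb and 10.9% in sgCont, and Phase 1-specific Med12 sites at 4.56% and 9.71%. The LP-specific sites with an LP CTCF peak were found at 45.2% in sgCbfb and 14.4% in sgCont, and those without at 18.6% and 9.15%. Each list combined both of its replicates, so whether both sgCbfb cultures carried the pattern was not analysed here. In this section a RUNX1 peak is one of LP or Phase 1, whereas the Cbfb comparison above used Phase 1 RUNX1 peaks only.

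The tables argue against a longer or deeper sgCbfb list as the whole cause. That list was the shorter one (18099 against 19053 peaks), and it held 4.56% of the Phase 1-specific Med12 sites, fewer than sgCont. They also argue against a normalization that raised all sites outside RUNX1 alike. At Med12 sites without a RUNX1 peak, the ratio of sites in sgCbfb alone to sites in sgCont alone was 266 to 14 for LP-specific and 146 to 56 for Phase 1-specific sites, with an odds ratio of 7.29 (Fisher p = 2.74e-12). Shared sites without RUNX1 rose too (11.8% to 32.8%), so such a shift could still account for a part. Loss of RUNX at the sites it binds is argued against as the whole cause of the gain. LP-specific Med12 sites with a RUNX1 peak rose from 13.6% to 30.0%, those without from 3.08% to 19.9%, and the sites in sgCbfb alone outweighed those in sgCont alone more strongly without RUNX1 (odds ratio 2.85, Fisher p = 9.21e-05). RUNX1 binding under the score minimum was not excluded there.

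Other explanations stay open. One hypothesis is that sgCbfb cells kept an LP-like Med12 pattern. The rise to 19.9% at LP-specific sites without RUNX1 is part of the pattern itself and does not decide. The fall at Phase 1-specific sites came only from sites with RUNX1 (13.4% in sgCont, 4.94% in sgCbfb), while sites without RUNX1 rose (1.89% to 3.76%). A second hypothesis is that RUNX was needed only at the sites it binds. Its test follows losses and does not bear on the gain. Phase 1-specific Med12 sites without RUNX1 were kept in 35 of 91 cases (38.5%, interval 29.1% to 48.7%) and shared sites without RUNX1 in 34 of 57 (59.6%, interval 46.7% to 71.4%). The intervals overlap while the Fisher test gave p = 0.0175 (odds ratio 0.423), and Phase 1-specific sites with RUNX1 were kept at 18.0%, so neither predicted outcome was met.

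The pattern and a list made from LP-stage cells cannot be told apart here. Of the stage-specific Med12 sites in the list labelled sgCbfb, 1603 of 2285 were LP-specific (70.2%), compared with 637 of 2090 in sgCont (30.5%). The sgCbfb list overlapped LP Med12 at 84.0% and Phase 1 Med12 at 78.6%, and sgCont overlapped them at 89.1% and 93.2%. The sgCbfb list still held 682 Phase 1-specific sites, but sgCont held 637 LP-specific ones, so a list from the other stage could hold such a number too. What keeps this open is that no value per replicate and no check of the guides' effect was used here. A mixture of responding and unresponding cells in the sgCbfb cultures was not tested.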

How the results depend on the processing

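Resizing peaks to 200 bp, matching Med12 sites on promoter class and setting gained against lost sites were chosen only after the data were seen.

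Of 98 values under an alternative, spread over 15 results, 80 kept their direction and their side of the threshold, or stayed within 1.5 times for counts. Of the other values, 8 reversed, 2 became weaker, 2 became stronger and 6 counts moved. The 6 results that held under all their alternatives were the shared portion of CTCF against RUNX1 (odds ratio 3.28 to 4.90), CTCF at stage-specific RUNX1 sites (4.88 to 11.6), the stage match of Med12 (1024 to 2064) and p300 (992.3 to 1869), and the CTCF string (10.3 to 30.4) and RUNX string (0.369 to 0.384).

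A minimum score of 30 lowered the LP-specific RUNX1 sites to 2655 and the Phase 1-specific ones to 5825. It lowered the Notch1-IC lists to 342 in LP, 23 in Phase 1 and 94 in Phase 2. These falls follow from the filter itself. Only 1304 LP-specific and 3355 Phase 1-specific RUNX1 sites of the main setting had such a score. The filter cut both stages, so the other sites counted as specific although a weaker RUNX1 peak of the other stage overlapped them. Equal numbers of top-scored peaks gave 6667 Phase 1-specific RUNX1 sites, which follows from shortening the Phase 1 list.

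The lower Phase 1-specific share at RUNX1 sites with Notch1-IC reversed when matched on score classes (odds ratio 3.16). It also reversed at a minimum score of 30 (1.09), which left 47 sites with Notch1-IC. RUNX1 sites kept after loss of CTCF reversed with a reciprocal overlap of 50% (1.02) and with centres within 500 bp (1.06), both without a detectable difference (Fisher p = 1 and 0.83), and passed the threshold with promoter peaks kept (0.680) and with gained set against lost sites (0.420). At promoters, 46.9% of sgCont RUNX1 peaks with CTCF and 61.25% of those without were kept, compared with 59.5% and 62.7% outside promoters. The difference seen with promoter peaks kept thus lay mainly at promoters. The cause of the other changes was not tested. Med12 sites kept after loss of Cbfb reversed with promoter peaks left out (0.634) and when matched on score classes (0.787), and were no longer past the threshold when matched on promoter class (1.08). The difference between promoters and other sites accounts for the first of these, and the cause of the others was not tested. RUNX1 sites kept after loss of Med12 were no longer past the threshold at a minimum score of 30 (1.13), where 5 sites without Med12 were left. Gained set against lost sites reversed the result for Cbfb (0.0427) and for Med12 (0.964, Fisher p = 1). For Med12, sites without it were found again less often in both directions, so the kept share alone does not measure an effect of its loss.

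No paired analysis was possible because each list combines both replicates and carries no value per replicate. For the same reason no replicate was left out in turn. An alternative without any score minimum gave no value, since no list held a peak with a score under 15. The short lists from cells with guide RNAs limit what can be said of LP-specific RUNX1 sites, of which 7 were in sgCont and 5 in sgCTCF.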

Other observations

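The tests of Notch-stimulated samples in the LP list, of carried-over CTCF-bound DNA, of sequence shared by chromosomes X and Y and of RUNX1 score at Notch1-IC sites were chosen only after the result was seen.

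The LP Notch1-IC list was longer than the Phase 1 and Phase 2 lists although LP cells received no Notch ligand. Binding through RBPJ is argued against as the source of most of it, since 4.42% of LP peaks had the RBPJ string, below the intervals of Phase 1 (29.0% to 44.1%) and Phase 2 (21.3% to 30.4%) and near the flanks (4.20%). The 104 LP peaks also found in Phase 1 or Phase 2 had it at 12.5%. Notch-stimulated samples behind the LP list are argued against too. Of its 39 peaks at stage-specific RUNX1 sites, 43.6% (interval 29.3% to 59.0%) lay at Phase 1-specific ones, compared with 94.4% of 18 in Phase 1 and 98.6% of 69 in Phase 2. Recovery of the most occupied sites whatever the antibody stays open. The highest of 5 p300 score classes held 82.4% of the LP Notch1-IC peaks at p300 peaks (interval 80.4% to 84.3%), far above an even spread of 20%, but the value was 83.3% in Phase 1 and 76.6% (71.3% to 81.2%) in Phase 2, so the lists cannot be told apart by it. A biological source, such as Notch1 signaling without ligand, was not tested beyond the RBPJ string.

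CTCF at LP-specific RUNX1 sites may belong to the LP chromatin or libraries and not to RUNX1. LP-specific p300 sites without a RUNX1 peak of either stage overlapped CTCF at 27.3% and Phase 1-specific ones at 7.36%. The odds ratio was 4.72 (Fisher p = 6.94e-175), and Med12 sites without RUNX1 gave 7.91, compared with 8.57 at RUNX1 sites. RUNX1 binding under the score minimum at those sites stays open. Weak peaks that drop out of a list by chance are argued against, with an odds ratio of 5.73 over RUNX1 sites with a score of at least 30 matched on score. CTCF-bound DNA carried into the RUNX1 precipitate in proportion to CTCF occupancy is argued against as well. The CTCF peaks at these sites had a median percentile of 90.2 in the LP CTCF list and 89.3 in the Phase 1 CTCF list, and so would have been carried over in both stages. The portion of LP CTCF peaks with an LP-specific RUNX1 site did rise from 0.793% in the lowest to 14.5% in the highest score class, while Phase 1 CTCF peaks with a Phase 1-specific site went from 1.93% to 1.79%. Carry-over that differed between the LP and Phase 1 libraries therefore stays open. An LP-specific joint binding of RUNX1 and CTCF is not excluded, and these lists alone do not separate it from the LP-wide difference.

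The highest-scored Phase 1 Notch1-IC peaks on chromosomes X and Y had the same score of 100.2, and 0 of 241 bases differed between their sequences. Reads shared between identical copies of the pseudoautosomal region are a candidate explanation for the equal scores, and the pair counts as a single site at most. No biological explanation was tested.

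Notch1-IC sites were strong RUNX1 sites while stage-specific RUNX1 sites were weak ones, which may account for the direction of the unmatched comparison. Matched on score classes, the odds ratio went from 0.577 to 3.16. In 5 of 5 score classes the Phase 1-specific portion was at least as high at sites with Notch1-IC. In the lowest class this rests on 6 sites with Notch1-IC.

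The Phase 1 Notch1-IC list here held 152 peaks. That is lower than the value quoted from the study above. The Phase 2 Notch1-IC list here held 352 peaks. That too is lower than the value quoted from the study above. Both lists together held 418 sites here. Again this is lower than the value quoted from the study above. Phase 1-specific RUNX1 sites with Notch1-IC numbered 73 here. This count is also lower than the value quoted from the study above. Bound sites missing from these lists counted as sites without Notch1-IC in the comparison that gave 0.577 and, matched, 3.16, so both values could change with longer lists.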
